A study of Mus musculus with 4 samples.

How the data were processed

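Colon tissue of C57BL/6 mice, WT or labelled as lacking Card9, was taken without treatment or after AOM/DSS, and 1 library was made for each of the 4 groups. Per the labels' protocols, treated mice were injected with 10 mg/kg AOM on day 1, then drank 2% DSS (36 to 50 kDa) in 3 cycles of 7 days each, starting 5 days later, and were collected on day 100. RNA was extracted with TRIzol and made into libraries with the Ion Proton RNA-seq kit v2, per the labels' protocols. The values are raw read counts per gene symbol, deposited by the authors as whole numbers without normalization. The genome build was GRCm38 (mm10), per the submitters' processing notes, while the aligner, the counter, the annotation and its handling of strand are not given in the sources used here. Without strand, reads of overlapping and antisense genes cannot be told apart. Reads of near-identical copies (Defa genes, Tgtp1 and Tgtp2, Apol9a and Apol9b, Saa1 and Saa2, haemoglobins, immunoglobulins) can be divided among members or lost, so single members are uncertain.

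The table held 44788 gene rows and 0 columns of other samples. In 27 of these rows the symbol had been turned into a date, so the gene was not named. Gene positions were taken from the RefSeq annotation of the same build, which matched 33823 symbols, and 15926 (97.2%) of the 16383 genes with at least 50 counts in any library. Library totals ran from 23022885 to 27706567 counts, and 25729 (untreated WT), 25473 (untreated, labelled knockout), 25437 (WT AOM/DSS) and 26082 genes (AOM/DSS, labelled knockout) had a count. Samples were grouped by genotype and treatment as labelled. The columns carry the sample titles.

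Counts were scaled to CPM with TMM factors (edgeR 4.0.16, R 4.3.3) of 0.9915, 0.9311, 0.9473 and 1.1434 in the same order of libraries. For each of 4 pairs of libraries the log2 ratio was computed on the log2(CPM + 1) scale, which understates differences of low genes, and a gene passed the size rule with at least 50 counts in the higher library and a ratio of at least 2-fold. Printed folds are ratios of CPM without the pseudocount, each with an exact 95% interval (Clopper-Pearson, conditional on the sum of both counts) that covers counting error only, since reads without molecular identifiers are not independent molecules. Where the lower library had 0 counts, the fold was computed against a floor of 3 counts in that library and is a lower bound. The difference of the AOM/DSS responses was the difference of the log2 ratios (labelled knockout minus WT). No p-value was computed for these contrasts, because with 1 library per group there is no replicate and a count interval compares libraries, not conditions.

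Across all 4 libraries an additive model of genotype and treatment was fitted with edgeR's quasi-likelihood test (filterByExpr, robust fit, Benjamini-Hochberg adjustment, threshold 0.05) on 18889 genes. It had a biological coefficient of variation of 0.444 and 1 residual degree of freedom, which holds the interaction, so its p-values assume that the interaction is no larger than the spread between mice. The labels do not say whether a library came from 1 mouse or several. Correlations across genes and overlaps of the pairs' lists are descriptions only.

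The design, the size rule, 38 gene lists of pathways, cell types and sample quality, the rule for named genes and the alternatives were fixed before the data were examined. A list was described by the median log2 ratio of its members with at least 50 counts over the 4 libraries, and stood apart when that median lay outside the central 95% of 10000 random lists matched on mean expression in 20 bins. This percentile describes these libraries and is no test of the conditions. The sex-linked list had 1 such member, which left 37 lists. Named genes were Card9, the 10 largest and 10 smallest ratios per pair past the count minimum (leaving out immunoglobulin and T cell receptor segments, mitochondrial genes, predicted genes and pseudogenes), up to 4 members of each list with the largest absolute ratio, 6 genes per direction for the difference of the responses, every measured member of the sample quality lists, and up to 10 genes per direction with an adjusted p under 0.05 in each additive fit, of which there were 0. A few others, among them the genes that led the shared differences, Hmcn2 and 2 additional lists in the closing section (Paneth-type genes, and the fixed small intestine list without its 3 Paneth cell genes, called absorptive), were chosen after their values were seen. The additional lists of pan-epithelial and interferon gamma genes were set before their values were seen, though after other results. Some genes that the rule names are not reported here.

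Alternatives were DESeq2 size factors, upper-quartile factors, library totals alone, a pseudocount of 0.5 or 5 CPM, at least 200 counts or no minimum, libraries thinned to the smallest total, and genes above 1% of a library left out. The last scaled each library by the total of its remaining counts, without TMM factors. For the additive fits they were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2 size factors in edgeR, no filter, 1 factor left out and thinned libraries. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for the ratios and figures.

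The steps were tested on simulated data. For AOM/DSS against untreated in WT, the size rule found 100% of 200 genes changed 4-fold and passed 0 unchanged genes, with 15232 genes holding enough counts. Of 2000 counting intervals, 96.2% held the true ratio, and 4.00% of 100 random lists fell outside the limits. No spread between mice is given for this simulation of the ratios. Its 0 false passes and its coverage therefore do not show how the size rule or the intervals perform between libraries of different mice. For AOM/DSS across both genotypes, with a simulated coefficient of variation of 0.1 the additive fit found 100% of 100 genes changed 4-fold and 100% of 100 changed 16-fold, and called 17 unchanged genes among 19150. With 0.44 it found 15% at 4-fold and 99% at 16-fold, and called 6 unchanged genes among 19135.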

Results

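RNA from mouse colon was sequenced in 4 libraries, 1 for each combination of genotype and treatment. Wild-type (WT) mice and mice labelled as lacking Card9 were either untreated or given AOM/DSS, a model of colitis-associated colon cancer in which the mutagen azoxymethane (AOM) is followed by the irritant dextran sulfate sodium (DSS). Treated mice received 10 mg/kg AOM on day 1 and 3 cycles of 2% DSS and were collected on day 100, while the untreated libraries carry the label day 0, so treatment and time of collection coincide. The libraries held 25422042 counts (WT untreated), 23332004 counts (labelled knockout, untreated), 23022885 counts (WT AOM/DSS) and 27706567 counts (labelled knockout, AOM/DSS). With 1 library per group, no difference between a pair of libraries has a replicate check, and every interval below covers counting error only. Whether a library holds 1 animal or a pool was not given in the sources used here.

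Card9 encodes an adaptor of myeloid cells that passes signals from fungal-sensing C-type lectin receptors to NF-kB. The gene lies on chromosome 2 from 26352187 to 26360945 (GRCm38) and was counted in every library, with 44 counts in untreated WT and 116 in WT AOM/DSS. The libraries labelled knockout held 69 and 245 counts. Scaled to library size as CPM, Card9 stood at 1.75 and 5.32 CPM in the WT libraries and at 3.18 and 7.73 CPM in the libraries labelled knockout. It was 1.82-fold higher in the untreated library labelled knockout than in untreated WT (95% counting interval 1.23 to 2.72) and 1.45-fold higher in the AOM/DSS pair (1.16 to 1.83). The target therefore goes against the label. A count per gene does not show which exons the reads cover, so an allele that lacks some exons and still yields a transcript was not tested. For this reason each such sample is called the library labelled knockout, and every direction drawn from that label below rests on the label alone.

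The AOM/DSS library labelled knockout stood apart from the others. Across 15173 genes, its correlation with the other libraries on the log2 scale was 0.798 to 0.829, while the other 3 libraries correlated with each other at 0.933 to 0.947. A ribosomal RNA gene, Rn18s-rs5, took 2.86% of its counts against 5.20%, 7.11% and 5.27% in untreated WT, untreated labelled knockout and WT AOM/DSS, and its 10 most abundant genes took 6.52% against 13.5%, 14.3% and 13.5%. Mitochondrial mRNAs made up 1.56% of its counts and 2.48% to 3.90% elsewhere. Xist was present in all 4 libraries at 738 to 922 CPM, and Ddx3y, Kdm5d, Uty and Eif2s3y had 0 counts in each.

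The comparison of AOM/DSS with untreated WT colon asks what the tumour protocol altered in WT tissue. Neutrophil and acute inflammatory genes were much higher in the WT AOM/DSS library, B cell genes were higher as well, and genes of the interferon response were lower. S100a9 (chromosome 3, 90692630 to 90695721), which encodes a subunit of the neutrophil protein calprotectin, was 659-fold higher (95% counting interval 320 to 1640), at 183 CPM against 0.278. Il1b, a central inflammatory cytokine, was 104-fold higher (75.5 to 147). Colonocyte genes did not stand apart.

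Of 13 neutrophil genes, 11 were at least 2-fold higher and 0 lower (median log2 ratio 3.59, percentile 100.0 among 10000 matched random lists). S100a8, with 1 count in untreated WT, was 2320-fold higher (416 to 91800), and Il1r2, a decoy receptor for interleukin 1, 37.9-fold higher. Ly6g, a neutrophil surface protein, stood at 0.0397 CPM in untreated WT and 30.0 CPM after AOM/DSS. Ly6g was also high in the untreated library labelled knockout, where S100a8 stood at 0.0921 CPM, so it did not follow S100a8 across the libraries. Inflammatory cytokines had a median of 1.66, with 8 of 12 at least 2-fold higher, among them Il1a (at least 137-fold), Osm and Il11. Chemokines had a median of 1.28, with 12 of 17 higher. Cxcl2, a neutrophil attractant with 0 counts in untreated WT, was at least 416-fold higher, measured against a floor of 3 counts, and Ccl3 was 76.7-fold higher. Irg1, which encodes the itaconate-making enzyme of activated macrophages, was 261-fold higher, and Chil3, a chitinase-like protein of myeloid cells, and Hdc, the histamine-making enzyme, were also among the 10 largest differences. The markers of macrophages did not stand apart (median -0.14), although Cd14 was 6.00-fold higher.

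B and plasma cell genes had a median of 2.23, with 10 of 13 at least 2-fold higher. Cr2, a complement receptor of B cells, was 42.8-fold higher. T and cytotoxic lymphocyte genes had a median of 0.43, led by Cd8b1 at 4.48-fold. Interferon response genes went the other way, with 12 of 15 at least 2-fold lower and 0 higher (median -1.96, percentile 0.0). Isg15 was 7.79-fold lower (6.89 to 8.84), Oasl2 7.68-fold lower, and Oas2, Oas3 and Ifi44, all interferon-induced, were among the 10 lowest genes. Apol9a and Apol9b were also in that group, but their sequences are nearly identical and their counts are uncertain.

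Of 15 genes listed as antimicrobial genes of the epithelium, 9 were at least 2-fold higher (median 2.08). The libraries came from colon tissue, so which cells made these and the following transcripts was not measured. Retnlb, a goblet cell protein with antibacterial action, was 26.9-fold higher (24.4 to 29.6), Lcn2, which withholds bacterial siderophores, 34.8-fold, and the lectins Reg3g and Reg3b 15.8-fold and 13.9-fold. Genes of fetal-like regenerative epithelium had a median of 1.23, with Il1rn 5.22-fold and Clu 3.43-fold higher, and matrix proteases a median of 1.98, with Mmp10 87.5-fold and Mmp3 19.8-fold higher. Of 10 genes listed for the small intestine, 6 were at least 2-fold higher (median 1.69), among them Apoa1, an apolipoprotein of absorptive cells, at 216-fold (105 to 539). Colonocyte genes (median 0.07) did not stand apart, and goblet cell genes did so by their mean (0.45) but not by their median (0.09). Proliferation genes (median -0.67) and Wnt targets (-0.41) lay below the random lists, with Lgr5, a stem cell receptor, 5.62-fold lower and Axin2 3.85-fold lower. Tuft cell genes were lower (median -0.95, Trpm5 4.82-fold), as were enteroendocrine genes (-0.66, Tph1 3.02-fold) and fibroblast genes (-0.65, Pdgfra 3.10-fold). Smooth muscle genes and anterior Hox genes, which mark position along the gut, also lay below the random lists (both -0.51), with 0 members past 2-fold. The 3 lowest genes overall were Gpr17 (128-fold lower, 91.5 to 185), the calcium-binding protein gene S100g (51.2-fold) and Apol9b. Adipocyte genes were lower too (median -1.32), with Adipoq at 54.8 CPM in untreated WT and 17.1 CPM after AOM/DSS, which puts fat transcripts in the untreated WT library beside each of these groups. Immediate early and heat shock genes, which follow handling of tissue, stood apart as higher in the same pair as the inflammatory genes (median 0.65). Under the size rule, a difference of at least 2-fold with at least 50 counts in the higher library, 627 of 15356 genes were higher and 596 lower, 51.3% higher against 45.6% when scaled by library totals. Of 37 lists, 15 stood apart as higher and 9 as lower.

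**Figure D1:**
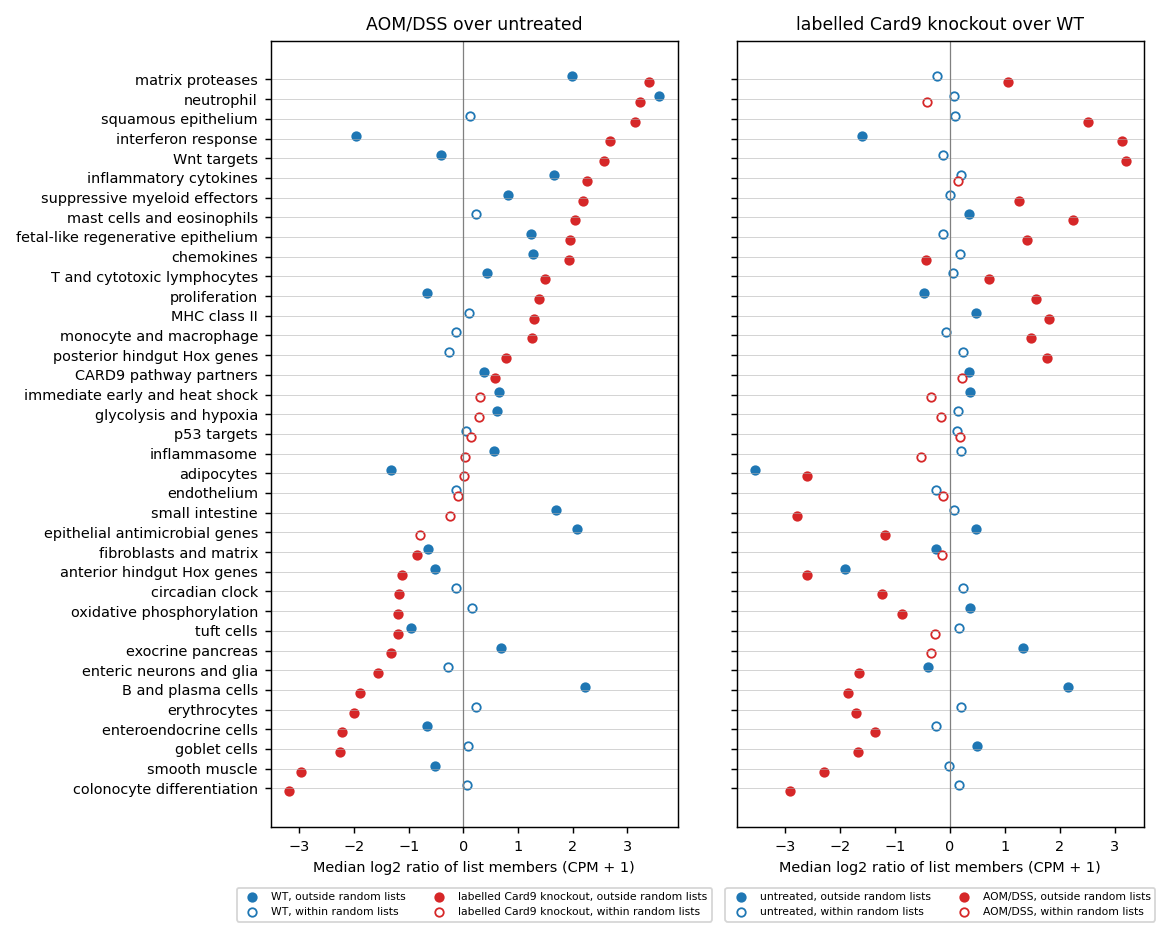
Median log2 ratio of each gene list on the log2(CPM + 1) scale, with AOM/DSS over untreated on the left for the WT pair and the pair labelled knockout, and the label over WT on the right for the untreated and AOM/DSS pairs. Filled points lie outside the central 95% of matched random lists; interferon response genes sit at -1.96 in the WT pair and at 2.68 in the pair labelled knockout.

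The same comparison in the libraries labelled knockout asks what the protocol altered there. Wnt target, proliferation and interferon genes were higher in the AOM/DSS library than in the untreated library, as were some Paneth cell genes, while genes of mature colonocytes, goblet cells, smooth muscle and B cells were lower. Mmp7, a matrix protease made by Wnt-active tumours and Paneth cells, was 896-fold higher (551 to 1570), at 660 CPM against 0.736. Wif1 (chromosome 10, 121034004 to 121100642), a secreted Wnt inhibitor and Wnt target, was 288-fold higher (207 to 413). Car4, a carbonic anhydrase of mature colonocytes, was 291-fold lower (243 to 351).

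Of 24 Wnt targets, 21 were at least 2-fold higher and 0 lower (median 2.58, percentile 100.0). Notum, a Wnt-inactivating enzyme, was 560-fold higher (284 to 1300), and Prox1, a transcription factor of intestinal tumours, 84.3-fold. Lgr5 stood at 9.16 CPM untreated and 101 CPM after AOM/DSS, and Axin2 was 6.78-fold higher. Of 21 proliferation genes, 19 were at least 2-fold higher (median 1.39), with Rrm2 5.40-fold and Top2a 4.60-fold. Defensin genes of Paneth cells, the antimicrobial cells of small intestinal crypts, were high only in this library of the 4: Defa24 stood at 190 CPM against 0 counts in the untreated library, at least 1380-fold higher, and Defa17 was at least 630-fold higher. Defensin genes are near-identical copies, so reads can be divided among them and single members are uncertain. Lyz1, the Paneth cell lysozyme, was 59.1-fold higher (54.3 to 64.5). The small intestine list went both ways, since absorptive genes such as Rbp2 were lower (27.6-fold): it did not stand apart by its median (-0.24), stood apart as higher by its mean (1.31) and as lower with counts of 0 at the floor (median -1.01).

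Interferon response genes were at least 2-fold higher in 14 of 15 cases (median 2.68). Gbp2, an interferon-induced GTPase, was 26.7-fold higher (25.1 to 28.4), and Usp18 23.4-fold. Tgtp1, a further such GTPase whose copy Tgtp2 can share its reads, was 636-fold higher. Ido1, the tryptophan-degrading enzyme, was 203-fold higher (150 to 281) and Nos2, inducible nitric oxide synthase, 62.3-fold. Suppressive myeloid effectors, the list holding those genes, had a median of 2.19. Neutrophil genes (median 3.23, S100a8 675-fold with 2 counts in the untreated library), cytokines (2.26, Tnf at 2.07 and 22.7 CPM) and chemokines (1.93, Cxcl9 81.6-fold) were higher. Cxcl5, a neutrophil attractant with 3 counts in the untreated library, was 962-fold higher (329 to 4670). Macrophage genes had a median of 1.26 (Itgam 7.55-fold), MHC class II genes 1.29 (H2-Aa 5.63-fold) and mast cell and eosinophil genes 2.05 (Mcpt2 62.2-fold), while 10 of 16 T and cytotoxic lymphocyte genes were at least 2-fold higher (mean 1.45, Gzmb 17.7-fold). Matrix proteases had a median of 3.39, fetal-like epithelial genes 1.95 and squamous keratins and related genes 3.14 (Krt5 77.7-fold, reaching 14.3 CPM). Lcn2 was 202-fold higher, although the antimicrobial list had a median of -0.79 and a mean of 0.33 with 6 members higher and 7 lower.

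On the lower side, 18 of 20 colonocyte genes were at least 2-fold lower and 0 higher (median -3.19). Cyp2c55 was 986-fold lower (478 to 2450), the water channel Aqp8 278-fold, the fatty acid carrier Fabp2 403-fold, and the chloride exchanger Slc26a3 94.1-fold. Goblet cell genes had a median of -2.26, with Zg16 25.4-fold and the mucin Muc2 8.22-fold lower, and enteroendocrine genes -2.23, with the hormone genes Insl5 and Gcg 265-fold and 297-fold lower. All 11 smooth muscle genes were at least 2-fold lower (median -2.98, Tagln 13.2-fold), and genes of enteric neurons and glia had a median of -1.56 (Nos1 6.44-fold lower). B and plasma cell genes were lower in 12 of 13 cases (median -1.89, Cd79b 11.8-fold). Oxidative phosphorylation (-1.20, Cox4i1 3.33-fold lower, though its mean lay within the random lists), clock genes (-1.17, Nr1d1 20.4-fold lower) and erythrocyte genes (mean -1.75) were also lower. Endothelial genes (median -0.10) did not stand apart. Hox genes differed in this pair as well. Anterior Hox genes had a median of -1.13, with 5 of 10 at least 2-fold lower, and posterior Hox genes had a median of 0.78, which no longer stood apart by the mean (0.74), under library totals or with a pseudocount of 5 CPM. Among the latter, Hoxd13 stood at 12.7 CPM untreated and 87.1 CPM after AOM/DSS, while Hoxb13 was 3.04-fold lower and Hoxa13 2.65-fold lower. Under the size rule, 2245 of 15900 genes were higher and 2532 lower, so 47.0% of those past it were higher. Scaling by library totals instead put that share at 64.1%, and the median log2 ratio of all genes was then 0.30 against 0.03.

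**Figure D2:**
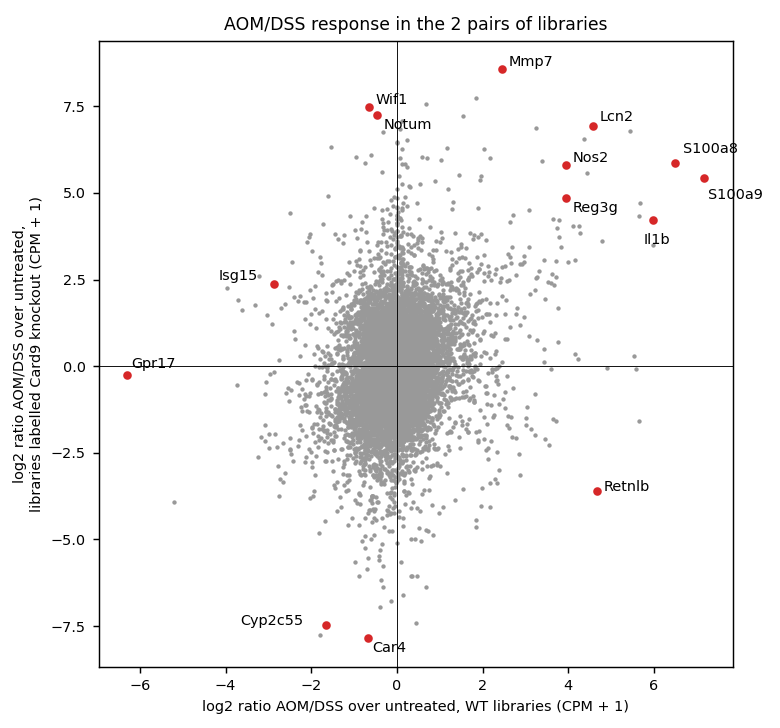
Each point is 1 of 16383 genes, with the log2 ratio of AOM/DSS over untreated in the WT libraries on the horizontal axis and in the libraries labelled knockout on the vertical axis, both on the log2(CPM + 1) scale. S100a8 and S100a9 are high on both axes, while Wif1 and Notum are high on the vertical axis alone and Retnlb lies at 4.67 and -3.61.

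The AOM/DSS pair compares the label with WT after the tumour protocol. Wnt targets, proliferation genes, interferon genes and MHC class II genes were higher in the library labelled knockout, and differentiated epithelial, muscle, neural, B cell and adipocyte genes were lower. Wif1 was 349-fold higher (243 to 521), and Cyp2c55 (chromosome 19, 39006940 to 39042690) was 2410-fold lower (1170 to 6000), at 0.221 CPM against 533. Neutrophil genes as a group did not stand apart (median -0.41, mean 0.26), with S100a9 2.72-fold lower and Ltf, lactoferrin, 11.3-fold higher.

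Of 24 Wnt targets, 22 were at least 2-fold higher and 0 lower (median 3.20), with Lgr5 57.9-fold, Mmp7 43.9-fold and Prox1 42.1-fold higher. Notum had 1 count in WT AOM/DSS and was 4500-fold higher (807 to 178000). All 21 proliferation genes were at least 2-fold higher (median 1.56, Top2a 4.69-fold). All 15 interferon genes were higher by that rule (median 3.14), Gbp2 by 31.2-fold, as were all 7 MHC class II genes (median 1.81, H2-Aa 4.67-fold). Macrophage genes were higher in 12 of 15 cases (median 1.47, Fcgr1 7.59-fold), with Cd163, a receptor of resident macrophages, 7.54-fold lower. T cell genes had a median of 0.72, with the regulatory T cell factor Foxp3 5.99-fold higher. Suppressive myeloid effectors had a median of 1.26, with Ido1 53.8-fold and Nos2 12.6-fold higher, and mast cell and eosinophil genes 2.25. Alox15, a lipoxygenase, was 867-fold higher (338 to 3180), Spock2 stood at 16.7 and 1630 CPM, and Pnliprp1, a lipase-related gene, 898-fold, while Itln1, a lectin of goblet and Paneth cells, was 172-fold higher. Chemokines went both ways: Cxcl9 was 38.3-fold and Cxcl10 21.2-fold higher, Ccl3 6.10-fold lower, and the list's median (-0.44) and mean (0.50) differed in sign.

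Colonocyte genes were at least 2-fold lower in 19 of 20 cases (median -2.91). Car1, the most abundant of them, stood at 5310 CPM in WT AOM/DSS and 28.4 CPM in the library labelled knockout, 187-fold lower (175 to 200). The bile acid transporter subunit gene Slc51a was 1970-fold lower (844 to 6070) and Hsd3b3, Cyp2c65 and Abca12 were 971-fold, 706-fold and 584-fold lower. The exception was Atp12a, a proton pump of the distal colon, 87.7-fold higher. Goblet cell genes had a median of -1.67, with Retnlb 57.0-fold and Muc2 9.58-fold lower. All 11 smooth muscle genes were at least 2-fold lower (median -2.29, Myh11 6.93-fold), as were 10 of 12 neural genes (-1.65, Gfap 38.9-fold) and 10 of 13 B cell genes (-1.86, Ms4a1 9.05-fold). Adipocyte genes had a median of -2.60 (Cfd 23.4-fold lower), anterior Hox genes -2.60 and posterior Hox genes 1.77. Antimicrobial genes had a median of -1.18, with Reg3b 25.6-fold lower and Lcn2 4.11-fold higher. Under the size rule, 1870 of 15779 genes were higher and 1952 lower in the library labelled knockout, so 48.9% were higher, against 64.2% when scaled by library totals, where the median of all genes was 0.28 against 0.03.

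The untreated pair compares the label with WT without treatment. Hox genes differed, with Hoxa13, Hoxb13 and Hoxd13 higher and anterior Hox genes lower in the library labelled knockout. B cell genes were higher there, and adipocyte and interferon genes were lower. Hoxb13, a Hox gene of the distal hindgut (chromosome 11, 96194316 to 96196610), stood at 330 CPM in the untreated library labelled knockout with 1 count in untreated WT, 8310-fold higher (1490 to 328000). Adipoq, which encodes the fat cell hormone adiponectin, was 108-fold lower (60.3 to 217). Wnt targets (median -0.13), smooth muscle (-0.01) and neutrophil genes (0.07) did not stand apart, although with counts of 0 at the floor the Wnt targets (-0.19) and the neutrophil genes (1.09) did, the latter also by their mean (0.50). The floor setting has no pseudocount, so members with few counts weigh fully. Clec4d stood at 0.238 CPM in untreated WT and 0.506 CPM in the untreated library labelled knockout, and Cxcr2 at 0.0793 and 0.0460 CPM. The value of 1.09 therefore rests in part on genes near the floor.

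Hoxa13 was 25.3-fold higher (17.8 to 37.0), and Hoxd13, with 0 counts in untreated WT, at least 107-fold, while Hoxd9 and Hoxd10 in the same list were 11.3-fold and 5.58-fold lower, so the posterior list did not stand apart by its median (0.24) but did by its mean (1.19) and with counts of 0 at the floor (median 0.88). Of 10 anterior Hox genes, 7 were at least 2-fold lower (median -1.92, percentile 0.0), with Hoxb8 10.2-fold, Hoxb7 8.14-fold and Hoxb6 7.69-fold lower. Hoxa7, at 2.98-fold, and Hoxa5 were the 2 members at least 2-fold higher. Among the largest differences, Tgm3, a transglutaminase, was 1630-fold higher (1120 to 2480), Atp12a 421-fold (322 to 563), Mptx1, a pentraxin, 391-fold and the hormone gene Insl5 63.3-fold. Aqp8 was 12.1-fold and Car4 5.28-fold higher, while Car1 was 8.93-fold lower, and the colonocyte list, with 6 of 20 members higher and 3 lower, did not stand apart by its median (0.16) but did by its mean (0.65). Goblet cell genes had a median of 0.50, with the antimicrobial ribonuclease Ang4 26.3-fold higher. Osr2, a transcription factor, was 15.3-fold lower and the disaccharidase Sis 29.8-fold lower.

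All 7 adipocyte genes were at least 2-fold lower (median -3.55, percentile 0.0), with Cfd 120-fold and Plin1, a lipid droplet protein, 306-fold lower (84.3 to 2530, 2 counts in the lower library). Car3 and Cyp2e1, both expressed in fat, were 189-fold and 141-fold lower. B and plasma cell genes were at least 2-fold higher in 11 of 13 cases (median 2.15), with Cr2 29.0-fold. Interferon genes were lower in 12 of 15 cases (median -1.61, Usp18 5.14-fold lower), and proliferation genes had a median of -0.48 with 0 of 21 past 2-fold. Ly6g was higher, at 54.7 CPM against 0.0397, without a matching difference in S100a8. Among antimicrobial genes (median 0.48), Saa1 and its near-identical copy Saa2 were 24.2-fold and 46.3-fold higher, their division uncertain, and Reg3b 27.2-fold lower. This pair shares the untreated WT library with the WT treatment comparison, so the B cell, interferon and adipocyte differences of both rest in part on that library. Under the size rule, 685 of 15352 genes were higher and 517 lower. That put 57.0% on the higher side, against 48.1% when scaled by library totals, so which side held more genes depended on the scaling. With genes above 1% of a library left out, also without TMM factors, the share was 49.4%. The 161 genes within 5 Mb of Card9 differed no more than matched random lists, with a median absolute log2 ratio of 0.23 (percentile 6.6) here and 0.39 (percentile 9.3) in the AOM/DSS pair.

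**Figure D3:**
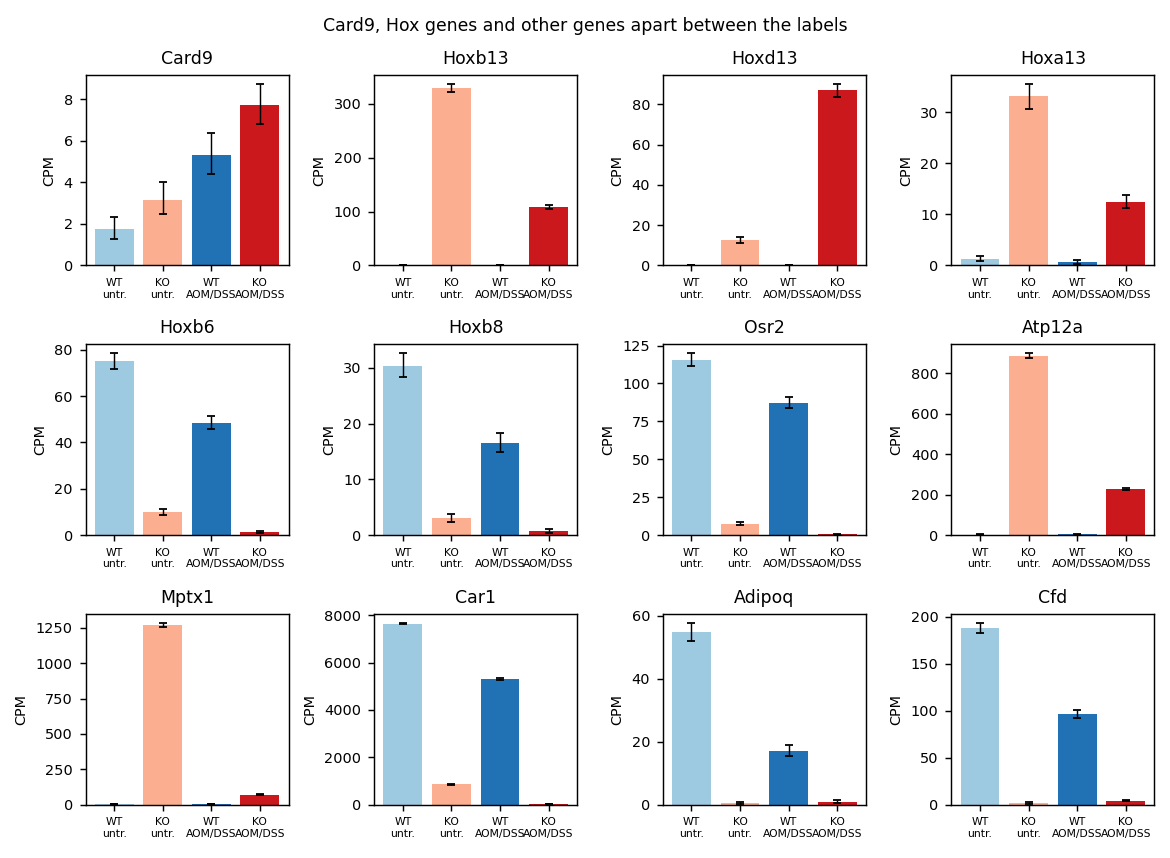
CPM of Card9, Hox genes, fat cell genes and other genes apart between the labels in each library, with bars for the value and whiskers for the exact 95% Poisson interval of the count, which covers counting error only. KO marks libraries labelled knockout and untr. untreated; Hoxb13 stands at 330 and 109 CPM in the libraries labelled knockout and near 0 in both WT libraries.

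The difference between the AOM/DSS responses of the pairs was computed as the log2 ratio in the pair labelled knockout minus that in the WT pair. It uses all 4 libraries, leaves no residual spread and was not tested. Wif1 (8.13), Alox15 (7.84), Notum (7.70), Spock2 (7.08), Ido1 (6.95) and Defa24 (6.91) had the largest differences towards the pair labelled knockout. Retnlb (-8.28), Aqp8 (-7.88), Car4 (-7.18), Slc26a3 (-7.06), Insl5 (-6.75) and Hsd3b3 (-6.65) had the largest in the other direction. Interferon genes had a median difference of 4.24, Wnt targets 3.01, B and plasma cell genes -3.71 and colonocyte genes -3.16, whereas neutrophil genes (-0.40) and cytokines (0.43, mean -0.09) lay within the random lists. In all, 2327 of 16383 genes differed by at least 2-fold upwards and 2663 downwards, 46.6% upwards, against 66.1% when scaled by library totals.

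The responses of the pairs, which share no library, were weakly correlated across 16383 genes (Pearson r = 0.202, Spearman rho = 0.139; genes are not independent replicates). Among genes measured in both, 268 were at least 2-fold higher in both pairs, where independent lists would share 69.1, and 236 were lower in both, against 83.6. Of genes in opposite directions, 78 were higher in WT and lower in the pair labelled knockout, fewer than the 92.8 of independent lists, and 109 were the reverse, against 62.2. S100a8, Chil3, S100a9, Irg1, Lcn2, Mmp10, Cxcl2 and Il1b led the genes higher in both, and S100g, Slc30a10, a metal transporter, and Col8a1, a collagen, were among those lower in both. The label differences of the untreated and AOM/DSS pairs correlated at r = 0.0780 and rho = -0.0576. They shared 117 higher genes, against 58.1 for independent lists, and 226 lower genes, against 57.8, but opposite ways were also more frequent than in independent lists, with 133 genes higher in the untreated pair and lower in the AOM/DSS pair, against 76.4, and 99 the reverse, against 43.9. Hoxb13, Atp12a, Mptx1 and Hoxd13 led the shared higher genes, and Reg3b, Car3, Cfd, Slc30a10 and Osr2 the shared lower ones.

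An additive model across all 4 libraries asked which genes went with treatment in both genotypes. Its residual is the interaction described above, with 1 residual degree of freedom. In edgeR's filtered fit, neutrophil, cytokine, chemokine and fetal-like epithelial lists had the most members called. That fit made these calls only when adjusted over the list alone. Over 18889 genes, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 0 genes (smallest adjusted p 0.139), with 1124 at an unadjusted p under 0.05. DESeq2 called 347 genes (203 higher and 144 lower with AOM/DSS) and limma-voom 0. Adjusted over the list alone, edgeR called 64 list members over 38 lists: 10 of 13 neutrophil genes, 8 of 9 tested cytokines, 8 of 17 chemokines, 8 of 12 fetal-like epithelial genes, 6 of 12 matrix proteases, 6 of 8 tuft cell genes, 5 of 8 mast cell and eosinophil genes, 5 of 15 antimicrobial genes and 8 members of other lists. By that count S100a8, S100a9, Il1b, Tnf, Cxcl2, Cxcl5, Reg3g, Lcn2, Clu and Mmp10 rose with AOM/DSS, in both pairs of libraries. Among the 6 called tuft cell genes, Dclk1, Pou2f3 and Trpm5 fell, and the others called were Alox5ap, Ltc4s and Sh2d6. The tuft cell list had members past 2-fold both ways, 1 higher and 3 lower in WT. In the pair labelled knockout, 2 were higher and 3 lower. The fitted log2 fold change was 10.10 (SE 0.644) for S100a8, 5.75 (SE 0.657) for Il1b and 6.51 (SE 0.448) for Mmp10, with adjusted p-values over all genes of 0.139, 0.344 and 0.139. No interferon, Wnt, proliferation, colonocyte, goblet or B cell gene was called adjusted over the list alone.

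For the genotype label across treatments, edgeR called 0 genes (smallest adjusted p 0.182), with 735 at an unadjusted p under 0.05. DESeq2 called 254 genes (94 higher and 160 lower in the libraries labelled knockout) and limma-voom 0. Adjusted over the list alone, edgeR called 35 list members, among them all 6 tested adipocyte genes (Adipoq, Cfd, Cidec, Fabp4, Plin1 and Retn), 6 of 10 anterior Hox genes (Hoxb3 to Hoxb8) and 5 of 8 posterior Hox genes (Hoxa13, Hoxb13, Hoxc10, Hoxd13 and Hoxd9). Of 15 antimicrobial genes, 6 were called, including Reg3b and Reg3g. The fitted log2 fold change of the label was 12.11 (SE 0.713, adjusted p over all genes 0.182) for Hoxb13 and -5.69 (SE 0.772, adjusted p 0.423) for Cfd. The libraries labelled knockout had less fat transcript and more Hoxb13 in both treatments, whereas B cell, interferon, goblet cell, antimicrobial and proliferation lists differed by label in opposite directions in the untreated and AOM/DSS pairs.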

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

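Of the tests in this part, those on scaling and depth, on small intestinal tissue and on immune cell content were chosen after the result was seen, while those on muscle wall and on interferon gamma genes were set before.

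Several lists and genes went opposite ways with AOM/DSS in the pairs of libraries, and these differences were not tested. The WT log2 ratio is given first below, then that of the pair labelled knockout, and in brackets the difference, which for a list is the median of its members' differences and not the difference of the medians. B and plasma cell genes had medians of 2.23 and -1.89 (-3.71), with Cd79b at 2.38 and -2.98 (-5.37), Cr2 at 3.47 and -2.09 (-5.56) and Ms4a1 at 3.02 and -1.70 (-4.73). The label over WT had a B cell median of 2.15 between the untreated libraries and -1.86 between the AOM/DSS libraries. The opposite B cell directions therefore rest in part on a difference between the untreated libraries. Interferon response genes stood at -1.96 and 2.68 (4.24), Wnt targets at -0.41 and 2.58 (3.01), proliferation genes at -0.67 and 1.39 (1.99) and the 3 measured genes of the exocrine pancreas at 0.69 and -1.32 (-2.01), the first within the random lists at a pseudocount of 5 CPM. Of interferon-induced genes, Isg15 differed by 5.24, Usp18 by 6.90, Ifi44 by 5.83, Oas2 by 5.24, Oas3 by 5.09 and Oasl2 by 4.13, and the near-identical Apol9a and Apol9b, whose split is uncertain, by 5.63 and 6.23. Lgr5 differed by 5.30, Axin2 by 4.58, Alox15 by 7.84 and Cyp2e1 by 2.95. Differences in the other direction were seen for the goblet cell genes Retnlb (-8.28) and Zg16 (-6.50), Saa1 and Saa2 (-5.55 and -6.22, split uncertain), Rbp2 (-5.53) and the glial gene Gfap (-3.10).

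Wnt targets and proliferation genes were high in the AOM/DSS library labelled knockout, as were 8 of 9 Paneth-type genes against the untreated library (Lyz1 at 1460 CPM, Pla2g2a at 228 CPM), while Mptx2 was lower (-2.01). The Paneth-type genes were picked after their values were seen and describe the pattern without testing it. Smooth muscle and neural genes were lower in the same pair (medians -2.98 and -1.56), so the piece may hold less muscle wall, but as the cause this would bring more of all epithelial transcripts, and 12 pan-epithelial genes had a median of -0.21 (quartiles -0.68 and 0.11). Small intestinal tissue would bring absorptive transcripts, whose median over 7 genes was -0.80 (quartiles -1.66 and -0.24), with 1 at least 2-fold higher and 3 lower. As a set these values argue against small intestinal tissue as the source of the Paneth-type transcripts. That absorptive list was formed after its values were seen, which limits this reading. Under 4 scalings and after thinning the Wnt target median stayed at 2.53 or above, so scaling and depth do not account for the Wnt target pattern. A larger share of tumour tissue in that piece is a candidate explanation, which these libraries do not separate from the genotype label, the segment of colon or chance between animals.

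Interferon response genes were high in untreated WT (Isg15 at 101 CPM) and in the AOM/DSS library labelled knockout (145 CPM), and lower in WT AOM/DSS (13.0 CPM) and in the untreated library labelled knockout (27.2 CPM). Immune cell content as the cause in the WT pair would need macrophage or T cell genes to be at least 2-fold lower after AOM/DSS, and the lower of their medians was -0.14. In the pair labelled knockout the macrophage median, the lower of the same lists, was 1.26, consistent with more macrophages and T cells as part of the difference there, while B and plasma cell genes were lower (median -1.89). Interferon gamma activity in untreated WT would also show in 12 further interferon gamma genes, but their median was 0.13 in the WT pair (quartiles -0.28 and 0.29), against 3.17 in the pair labelled knockout. An interferon response of another kind in the untreated WT colon stays possible and was not tested.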

How the results depend on the processing

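Leaving out 1 library was not possible, since each group had 1 library and the additive fit would keep no residual degrees of freedom. No paired analysis was possible because no group had a replicate. Setting counts of 0 to the floor of 3 counts without a pseudocount was chosen after seeing the data, and all other alternatives were planned. Of the values that summarise a comparison under an alternative, 132 stayed within 1.5 times (correlations within 0.1) or on the same side of the threshold, 17 moved and 4 went from 0 calls to some. A pseudocount of 5 CPM, which by construction shrinks the ratios of low genes, left 582 genes past 2-fold for AOM/DSS in WT (314 higher, 268 lower), 2995 in the pair labelled knockout (1408, 1587), 2367 between the AOM/DSS libraries (1132, 1235), 620 between the untreated libraries (372, 248) and 3206 for the difference of the responses (1478, 1728). At least 200 counts, which tests fewer genes, left 409 higher in WT. Library totals alone put 3523 genes on the higher side of the difference of the responses, where the median of all genes moved to 0.30. Leaving out genes above 1% of a library also dropped the TMM factors. It put 60.1% on that side and 58.5% in both comparisons with the AOM/DSS library labelled knockout. With both choices changed together, this shift cannot be put down to the genes left out alone. In the additive fits, DESeq2 called 347 genes for treatment and 254 for the label (adjusted p left as NA for 1465 and 1099 genes), and edgeR without a filter, over 29913 genes, 81 (70 higher, 11 lower) and 62 (50 higher, 12 lower). The cause was not tested. The other 4 settings called 0 genes in both fits. Correlations of the responses ran from 0.165 to 0.202 and of the label differences from 0.0463 to 0.0771. Of the list medians, 868 values kept their side of the limits, 26 no longer stood apart (4 of them at the floor of 3 counts), 29 newly did (16 at the floor), and 2 reversed: the mean of the chemokines was 0.502 between the AOM/DSS libraries and 0.160 for the difference of the responses, since its members went both ways. With counts of 0 at the floor, the neutrophil median in WT was 5.39 and the adipocyte median of the untreated pair -5.63. The neutrophil median of the untreated pair, 1.09 at the floor, newly stood apart, a value that rests in part on members with few counts. Between the AOM/DSS libraries the mast cell and eosinophil median was 4.42 at the floor and 0.89 at a pseudocount of 5 CPM. In the pair labelled knockout the chemokine median was 3.90 and 0.81 under these settings, and the cytokine median 3.765 and 1.12. Each of these lists still stood apart as higher. For named genes 3019 values stayed within the counting interval or 0.1 on the log2 scale, 721 moved and 0 reversed. Depth limits ratios most where the lower library had 3 counts or fewer, such as Notum, S100a8 and Hoxb13.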

Other observations

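Of the tests in this part, those on the colon segment and on the genotype were chosen after the result was seen, and the test on DNA beside Card9 was set before.

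Some genes of the CARD9 pathway were past 2-fold with AOM/DSS: of 13 partners, 2 were higher in WT, and 4 were higher and 2 lower in the pair labelled knockout. The list had a median log2 ratio of 0.38 with AOM/DSS in WT, 0.58 in the pair labelled knockout, 0.34 between the untreated libraries (where the mean, 0.12, lay within the random lists and 0 members were 2-fold higher) and 0.22 between the AOM/DSS libraries, the last within the random lists. In the pair labelled knockout it stood apart narrowly (percentile 97.7) and no longer did with counts of 0 at the floor (97.4). Clec4e, the receptor Mincle, with 2 counts in untreated WT, was 252-fold higher after AOM/DSS (95% counting interval 69.3 to 2090) and 86.2-fold higher in the pair labelled knockout (33.5 to 318). Clec7a, which encodes Dectin-1, and Clec4n, which encodes Dectin-2, were 6.49-fold and 6.35-fold higher with AOM/DSS in the pair labelled knockout and 1.25-fold and 1.42-fold higher in WT. Inflammasome genes had a median of 0.57 in the WT pair and lay within the random lists in the pair labelled knockout (0.03). The sensor gene Nlrp3 was 9.93-fold and 10.7-fold higher with AOM/DSS, and Nlrp6, an epithelial member, was 4.47-fold lower in the pair labelled knockout.

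Genes of glycolysis and hypoxia had a median of 0.62 in the WT pair, and 0.29, within the random lists, in the pair labelled knockout. Hif1a stood at 30.9 CPM in untreated WT and was 3.09-fold higher with AOM/DSS in WT and 2.95-fold higher in the pair labelled knockout. Targets of p53 stood apart in none of the 4 pairs (medians 0.05 to 0.18), nor did endothelial genes (-0.25 to -0.10, with 0.177 for AOM/DSS in the pair labelled knockout under library totals). Immediate early and heat shock genes stood apart as higher with AOM/DSS in WT (median 0.65) and in the untreated library labelled knockout (0.36, though not by the mean), but not in the pair labelled knockout (0.30) or between the AOM/DSS libraries (-0.35). Clock genes, which follow the hour of collection, had a median of -1.24 between the AOM/DSS libraries, where Dbp stood at 29.1 CPM in WT and 3.44 CPM in the library labelled knockout. Only 3 genes of the exocrine pancreas were measured, and the most abundant, Cela1, stood at 25.9 CPM in untreated WT, 205 CPM in the untreated library labelled knockout, and 48.6 and 38.4 CPM after AOM/DSS. Gpr17 stood at 200 CPM in untreated WT and at 0.789 to 1.56 CPM in the other libraries.

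Between the genotype labels, 343 genes were at least 2-fold apart in the same direction in both treatments, where independent lists would share 116, but 232 were apart in opposite directions, against 120. They included Hoxb13, Hoxd13, Atp12a and Ang4 on the higher side and Hoxb6, Hoxb8 and Adipoq on the lower side. DNA flanking the knockout could set neighbours of Card9 apart. As a group they were not, since their median absolute log2 ratio lay no higher than percentile 9.3 of random lists. The neighbour Hmcn2 (-1.14 and -4.03) alone was 2-fold apart the same way in both pairs. A median over 161 genes cannot show a difference limited to a few of them, so flanking DNA is not excluded for single genes. A more distal piece of colon in the libraries labelled knockout is a candidate explanation, since the median of the anterior Hox genes was -1.92 or lower in both pairs. The Card9 genotype and the segment cannot be told apart for these genes, because both libraries labelled knockout had that Hox pattern and neither WT library did, and Card9 itself was not lower in the libraries labelled knockout.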
